A study of Mus musculus with 20 samples. Its data were reported in "JMJD3 acts in tandem with KLF4 to facilitate reprogramming to pluripotency" (2020).

How the data were processed

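Peak lists of 14 libraries from mouse cells were used, 10 for H3K27me3, 2 for KLF4 and 2 for FLAG-tagged JMJD3. The 6 samples without a peak list (4 input controls and 2 H3K27ac samples) were not used here. Groups came from the sample labels, with 1 library per group, so no p-value was computed across peaks.

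According to the study's methods, the authors aligned reads to the mm10 genome with bowtie2 and called peaks per library, with DFilter for H3K27me3 and MACS2 for KLF4 and JMJD3. Drosophila cells were added as a spike-in, DNA from another species in a fixed amount, to normalise H3K27me3 reads; whether it entered the peak calls was not stated, so a change in peak number is not a change in the amount of the mark. The deposited H3K27me3 lists give intervals of 1000 bp with a score from the authors' peak caller, on a scale that was not stated, from 6.56 to 200. The score was used only to rank or filter peaks within a list. The deposited KLF4 lists give intervals without a score and were ranked by width. The deposited JMJD3 lists give 1 bp positions without score or width and could not be ranked. Read numbers are not part of the lists and were not used here, and a list with more reads can hold more peaks.

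Lists were compared by overlap of at least 1 bp (H3K27me3) or by merging midpoints within 400 bp into sites by single linkage (KLF4 and JMJD3), the distance used in the study. Shares carry 95% Wilson intervals, differences Newcombe intervals and ratios of peak numbers Poisson intervals on the log scale; ratios of motif shares carry log-scale intervals. These cover counting error only, and neighbouring peaks are not independent. TSSs were those of GENCODE M21 basic transcripts, and sequence came from GRCm38.p6, the same build as mm10. Shuffles placed peaks at random on sequenced parts of the same chromosome 1000 times. Motifs (KLF, SOX, OCT with up to 1 mismatch, AP-1) were matched as fixed strings on both strands in windows of 200 bp, with windows 2 kb away on both sides as background. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and bedtools 2.31.1 were used. Overlap counts were checked against bedtools. On simulated lists of the size of the day 5 WT lists (6428 FLAG peaks) all 3376 shared peaks were recovered, all 1827 shared positions among 14067 simulated JMJD3 positions were recovered, and all 300 copies of each motif planted in 1000 windows were found.

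Genes were named by a list of 26 fixed before the data were examined, as were the comparisons and alternatives except where stated. Many listed genes are ones the study named for activation or H3K27me3 loss with JMJD3 in the same experiments. Counts over the list are therefore not an independent test of such loss. H3K27me3 peaks were taken within 5 kb of a TSS and KLF4 and JMJD3 peaks within 50 kb of the gene. The list also asked for the 3 highest peaks of each KLF4 and JMJD3 list, which for KLF4 were taken by width and for JMJD3 could not be ranked. Quartiles of peak width were planned for the loss at binding sites, but every H3K27me3 peak had one width, so quartiles of the score were used instead. Alternatives covered the overlap rule, the merging distance, the peak threshold, equal list lengths, sex chromosomes, the set of TSSs and the motif background.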

Results

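Mouse embryonic fibroblasts (MEFs) are connective tissue cells that can be turned into pluripotent stem cells by viruses carrying Oct4, Sox2, Klf4 and c-Myc (OSKM). JMJD3, encoded by Kdm6b, is an enzyme that removes methyl groups from lysine 27 of histone H3 (H3K27me3), a mark of repressed chromatin. Peak lists from chromatin immunoprecipitation followed by sequencing (ChIP-seq) were analysed for 14 of 20 samples. Of these, 10 were H3K27me3 libraries from wild-type (WT) cells and from Jmjd3 knockout (KO) cells. They comprised untreated MEFs and OSKM cells at day 5 and day 10 that also received either a FLAG control vector or JMJD3. A further 2 libraries measured KLF4 at day 5 in WT cells with FLAG or JMJD3. The last 2 libraries measured FLAG-tagged JMJD3 at day 5 with OSKM or with low KLF4 (OSlowKM). Every group had 1 library, so no difference had a replicate check. Intervals are 95% Wilson intervals unless stated otherwise and cover counting error only. The number of reads behind each list is not part of the peak lists and was not used here.

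The knockout itself could not be checked from peak positions. No H3K27me3 peak was called within Kdm6b (chromosome 11, 69398508 to 69413675, GRCm38, minus strand) in the MEF or FLAG libraries of either genotype. A peak on its coding exons was called in 3 of the 4 libraries with exogenous JMJD3, at 69404528 to 69405527 in day 5 WT cells, at 69404871 to 69405870 in day 5 KO cells and at 69404769 to 69405768 in day 10 KO cells. Day 10 WT cells with JMJD3 had none. The vector carried mouse Jmjd3, so its reads could not be separated from reads of these exons in the peak lists.

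**Figure D1:**
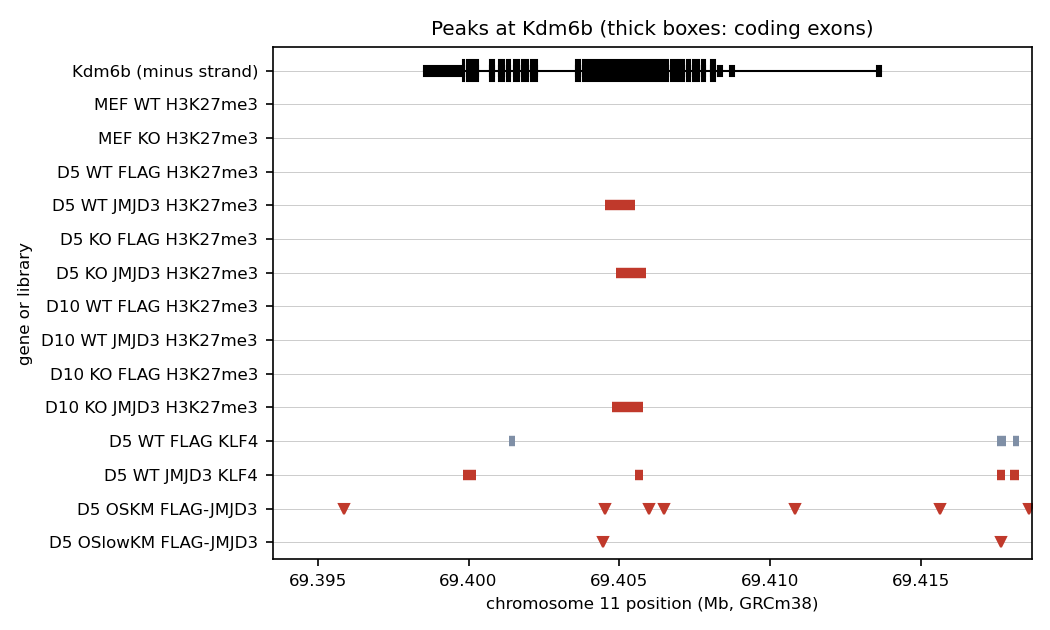
Peaks at Kdm6b on chromosome 11 (horizontal axis, Mb), with one row per library; thick boxes are coding exons, bars are peaks, triangles are 1 bp JMJD3 positions, red marks libraries with exogenous JMJD3 and blue-grey the others. Peaks of H3K27me3 lie on coding exons in 3 libraries with JMJD3 and in none of the MEF or FLAG libraries.

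The first comparison asked whether exogenous JMJD3 lowered the number of H3K27me3 peaks. Each peak was 1000 bp wide. MEFs had 6954 peaks in WT and 4113 in KO cells. At day 5, WT cells had 6428 peaks with FLAG and 5064 with JMJD3, a ratio of 0.788 (95% Poisson interval 0.759 to 0.817). In KO cells the number went the other way, from 5643 with FLAG to 6539 with JMJD3, a ratio of 1.16 (1.12 to 1.20). At day 10 the numbers were 5131 and 3045 in WT cells, a ratio of 0.593 (0.567 to 0.621), and 5376 and 4878 in KO cells, a ratio of 0.907 (0.873 to 0.943). The length covered changed by the same proportions, with ratios of 0.788, 1.16, 0.596 and 0.907. Counting only peaks with a score of at least 20, an alternative chosen after the data were seen, moved these ratios most and turned the day 10 KO ratio to 1.10 (1.01 to 1.19).

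**Figure D2:**
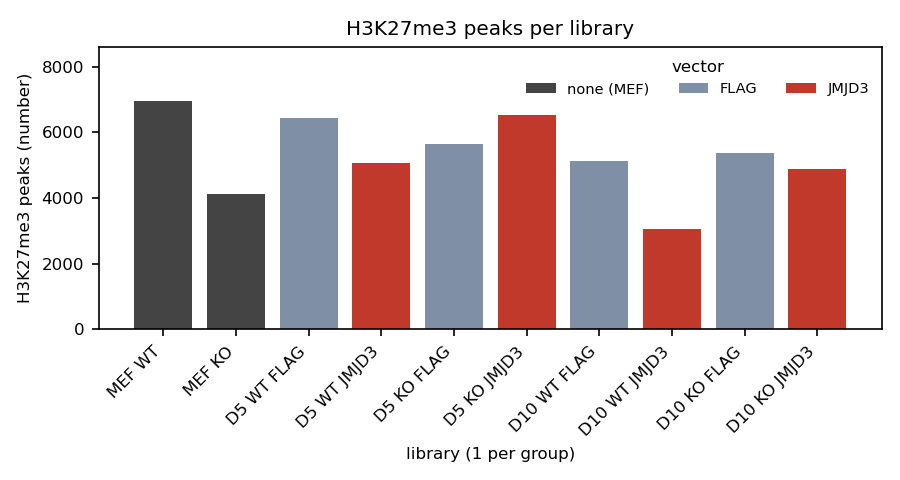
Number of H3K27me3 peaks (vertical axis) in each of the 10 libraries (horizontal axis, 1 library per group, hence no error bars); dark grey bars are untreated MEFs, blue-grey bars FLAG and red bars JMJD3. With JMJD3 the bar is lower than with FLAG in 3 of the 4 pairs and higher in day 5 KO cells (6539 against 5643).

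Peaks were then compared by position, to find which FLAG peaks were no longer called with JMJD3. In day 5 WT cells, 2980 of 6428 FLAG peaks had no overlapping JMJD3 peak (46.4%, 45.1 to 47.6). In day 5 KO cells the share was 33.8% (32.6 to 35.0), in day 10 WT cells 59.6% (58.2 to 60.9) and in day 10 KO cells 44.4% (43.1 to 45.7). In the opposite direction, 32.1% (30.8 to 33.4) of the JMJD3 peaks of day 5 WT cells were absent from the FLAG list, against 43.0% (41.8 to 44.2) in day 5 KO cells. The corresponding shares at day 10 were 32.5% (30.9 to 34.2) in WT and 38.7% (37.3 to 40.0) in KO cells. With both lists of a pair reduced by score to the size of the shorter one, the day 5 shares lost were 37.5% in WT and 36.6% in KO cells. Reducing all 10 lists to one common length, an alternative chosen after the data were seen, moved the day 5 WT share most, to 31.0%.

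Loss was then broken down by the score of the peak in its own FLAG list, a breakdown chosen after the data were seen. Among the best-scoring quartile, 7.53% (6.34 to 8.92) of day 5 WT peaks, 2.91% (2.15 to 3.92) of day 5 KO peaks, 21.3% (19.1 to 23.6) of day 10 WT peaks and 6.99% (5.75 to 8.48) of day 10 KO peaks were lost. Among the lowest-scoring quartile the shares were 78.8%, 65.7%, 84.9% and 75.5%, in the same order. Peaks gained with JMJD3 showed the same gradient, from 2.69% of the best-scoring to 63.2% of the lowest-scoring quartile of the day 5 WT JMJD3 list.

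**Figure D3:**
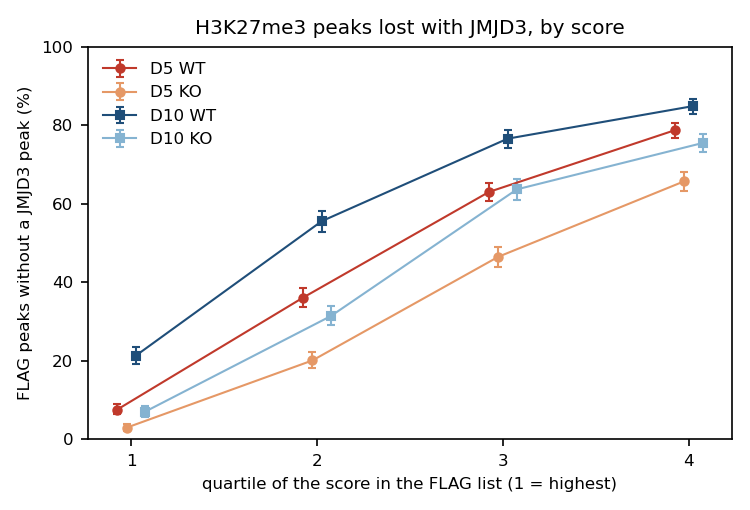
Share of FLAG H3K27me3 peaks with no overlapping JMJD3 peak (vertical axis, %) by quartile of the score within the FLAG list (horizontal axis, 1 is highest), for the 4 pairs of libraries; error bars are 95% Wilson intervals. All 4 lines rise from the best-scoring quartile (2.91% to 21.3%) to the lowest-scoring one (65.7% to 84.9%).

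Whether the same loci were lost in both genotypes was asked at the 4055 day 5 WT FLAG peaks that were also called in KO FLAG cells. Of the 1179 lost with JMJD3 in WT cells, 50.3% (47.4 to 53.1) were also lost in KO cells. Of the 2876 kept in WT cells, 6.26% (5.43 to 7.20) were lost in KO cells. The difference was 44.0 percentage points (41.0 to 47.0). Averaged over quartiles of the WT FLAG score it was 34.0 points.

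Lists of the 2 genotypes without exogenous JMJD3 were compared next. Of the WT MEF peaks, 43.3% (42.2 to 44.5) overlapped a KO MEF peak, and 74.7% (73.4 to 76.0) of KO peaks overlapped a WT peak. At day 5 with FLAG the shares were 63.1% (61.9 to 64.3) and 71.9% (70.7 to 73.0), and at day 10 they were 60.6% (59.2 to 61.9) and 57.6% (56.3 to 59.0). Reducing all 10 lists to one common length, an alternative chosen after the data were seen, moved the MEF share most, to 68.2%. The labels gave WT and KO samples different strain names. The study described littermate WT and KO MEFs for reprogramming, without saying whether these were the cells used for ChIP-seq, so strain was not set apart from genotype here.

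Over the time course, 55.6% (54.4 to 56.7) of WT MEF peaks were still called at day 5 with FLAG and 41.2% (40.0 to 42.3) at day 10. In KO cells the shares were 62.6% (61.1 to 64.0) and 53.6% (52.1 to 55.1). Of the day 10 peaks, 44.0% (42.6 to 45.3) in WT and 59.5% (58.2 to 60.8) in KO cells were absent from MEFs. With all 10 lists reduced to one common length these were 42.1% and 47.9%, in the same order. For the MEF peaks still called the order of the genotypes depended on list length. With the common length the shares were 69.3% in WT and 59.6% in KO cells for day 5 and 57.9% and 52.2% for day 10, the WT shares being the higher ones. This alternative also moved the WT day 5 share most.

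The positions of peaks relative to transcription start sites (TSSs) were compared with placements shuffled within chromosomes. At day 5, 61.7% (60.6 to 62.9) of H3K27me3 peaks with FLAG and 60.4% (59.1 to 61.8) with JMJD3 lay within 5 kb of a TSS in WT cells. In KO cells the shares were 64.5% (63.3 to 65.8) with FLAG and 56.4% (55.2 to 57.6) with JMJD3. The other 6 H3K27me3 lists ranged from 58.4% to 69.4%. Shuffled placements of the day 5 WT FLAG list had a median of 19.2% and a maximum of 20.8% over 1000 shuffles. KLF4 peaks lay within 5 kb of a TSS in 62.3% (61.3 to 63.2) of cases with FLAG and 63.9% (63.1 to 64.7) with JMJD3. JMJD3 positions did so in 42.1% (41.3 to 42.9) of cases with OSKM and 41.6% (39.6 to 43.7) with low KLF4. Narrowing the distance to 1 kb moved the day 5 WT FLAG share of H3K27me3 peaks most, to 39.7%.

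KLF4 binding was compared between FLAG and JMJD3 cells by merging midpoints within 400 bp into sites. The lists held 10655 peaks with FLAG and 14391 with JMJD3. They formed 15803 sites, of which 8859 were common (56.1%, 55.3 to 56.8), 1616 were found only with FLAG and 5328 only with JMJD3. The common sites made up 84.6% (83.9 to 85.3) of the FLAG sites and 62.4% (61.6 to 63.2) of the JMJD3 sites. Taking the wider 50% of each list moved the common share most, to 50.8%.

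The dependence of JMJD3 binding on KLF4 was addressed by the anti-FLAG libraries, which held 14067 positions with OSKM and 2284 with low KLF4. Of the OSKM sites, 12236 had no low-KLF4 counterpart (87.1%, 86.6 to 87.7). Merging within 200 bp moved this share most, to 88.1%. List length alone leaves most OSKM sites without a counterpart, so the size of this share does not measure dependence on KLF4. Of the low-KLF4 sites, 79.3% (77.5 to 80.9) were also found with OSKM. In a comparison chosen after the data were seen, positions near a KLF4 peak were lost in 87.5% (86.6 to 88.5) of 4600 cases, and the other 9467 positions in 86.9% (86.2 to 87.5). The difference, 0.663 points (-0.526 to 1.82), was within its counting interval.

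JMJD3 positions of OSKM cells and KLF4 peaks of JMJD3 cells shared 4572 sites, beside 9460 JMJD3-only and 9623 KLF4-only sites. The common sites were 32.6% (31.8 to 33.4) of the JMJD3 sites and 32.2% (31.4 to 33.0) of the KLF4 sites. In total, 4594 JMJD3 positions lay within 400 bp of a KLF4 midpoint, against a median of 65 and a maximum of 91 in 1000 shuffles. The wider 50% of the KLF4 list moved the share of JMJD3 sites most, to 18.9%.

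Fixed consensus motifs were counted in 200 bp windows. The KLF motif was present in 58.0% (57.02 to 58.99) of KLF4-only sites, 43.3% (41.9 to 44.7) of common sites and 12.9% (12.3 to 13.6) of JMJD3-only sites. The corresponding flanks had 7.77%, 6.68% and 4.98%. The SOX motif went the other way, with 6.99% of KLF4-only sites (flanks 6.52%), 14.2% of common sites (6.42%) and 19.7% of JMJD3-only sites (7.32%). The AP-1 motif was in 8.55% of JMJD3-only sites (3.58% in flanks) and 3.57% of KLF4-only sites (3.31%). The OCT motif was in 37.4% of JMJD3-only sites (22.3%) and in 9.07% of KLF4-only sites (17.4%). The KLF4-only sites had a mean GC content of 59.8% and the JMJD3-only sites 46.0%. Among all JMJD3 positions the KLF motif fell from 21.1% (20.4 to 21.8) with OSKM to 14.3% (12.9 to 15.8) with low KLF4, while the AP-1 motif rose from 7.63% (7.21 to 8.09) to 12.2% (10.9 to 13.6). In the KLF4 lists the KLF motif was present in 58.2% (57.2 to 59.1) of windows with FLAG and 55.7% (54.9 to 56.5) with JMJD3. With shuffled windows as background, the ratio of the KLF motif in the KLF4-only sites moved from 7.46 to 13.5.

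**Figure D4:**
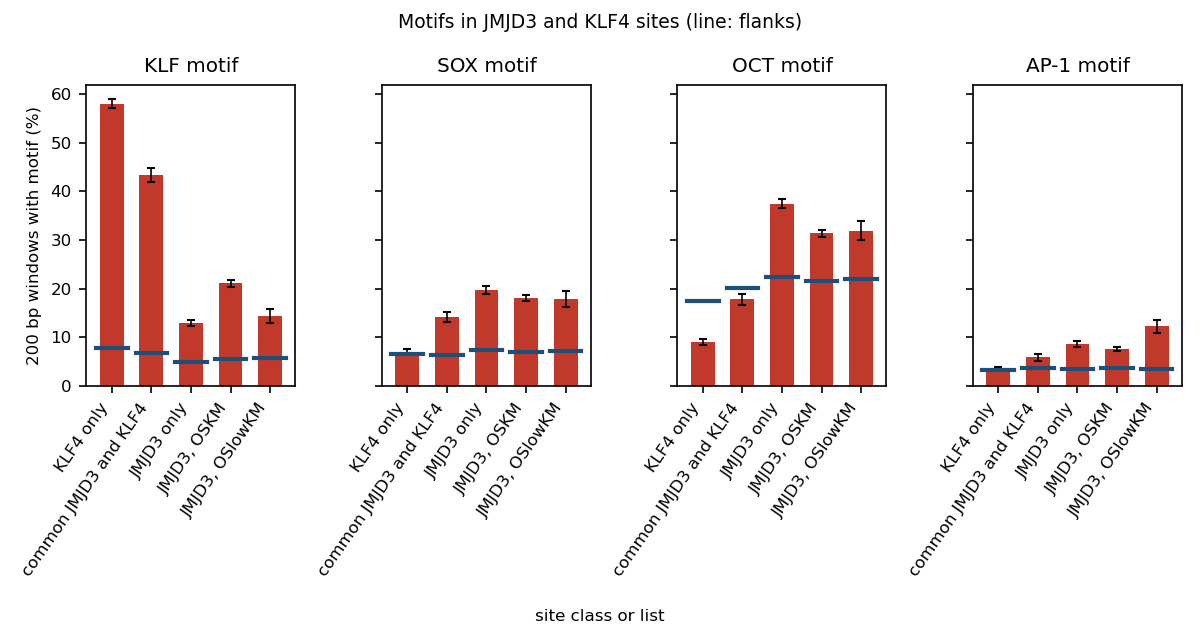
Share of 200 bp windows with each motif (vertical axis, %; 1 panel per motif) in KLF4-only, common and JMJD3-only sites and in the JMJD3 lists with OSKM and OSlowKM (horizontal axis); error bars are 95% Wilson intervals and blue lines the share in windows 2 kb away. The KLF motif falls from 58.0% in KLF4-only to 12.9% in JMJD3-only sites.

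The study asked whether KLF4 brings JMJD3 to loci that lose H3K27me3. It described loss mainly near TSSs, with KLF4 and JMJD3 bound mostly at enhancers, and proposed looping between them. It also reported lower H3K27me3 levels at KLF4 peaks with JMJD3. Overlap of sites with H3K27me3 peaks covers loss at the bound place only, so few overlaps do not count against that model. Few H3K27me3 peaks held a binding site: of the 6428 day 5 WT FLAG peaks, 290 (4.51%, 4.03 to 5.05) overlapped a KLF4 peak and 43 (0.669%, 0.497 to 0.900) a JMJD3 position. In the day 5 WT JMJD3 list the numbers were 114 (2.25%, 1.88 to 2.70) and 17 (0.336%, 0.210 to 0.537). The share with a KLF4 peak was also lower with JMJD3 than with FLAG in the other pairs. It was 2.91% against 4.52% in day 5 KO, 3.68% against 4.33% in day 10 WT and 3.28% against 4.54% in day 10 KO cells. The day 10 WT intervals overlapped. KLF4 was measured only at day 5 in WT cells, so these lists were compared with binding of another genotype or day. The lower shares at day 10 did not go with more loss of such peaks. Over all peaks, the difference in loss for either kind of site was -8.11 points (-14.5 to -1.73) in WT cells. In day 10 KO cells it was -14.7 points (-20.1 to -8.74). Of the 310 day 5 WT FLAG peaks with either site, 50.6% (45.1 to 56.2) were lost with JMJD3, against 46.1% (44.9 to 47.4) of the others. The difference of 4.50 points had a 95% Newcombe interval of -1.18 to 10.2, so no difference was detectable over all peaks. Within quartiles of the FLAG score, an alternative chosen after the data were seen, the mean difference was 16.1 points (10.5 to 20.3). In day 5 KO cells the difference over all peaks was -3.30 points (-8.61 to 2.53). Most of these peaks held a KLF4 peak. For the few with a JMJD3 position, taken alone after the data were seen, 28 of 43 were lost in day 5 WT cells, 18.9 points (3.89 to 31.4) more than the other peaks, and 20 of 38 in day 5 KO cells, 18.97 points (3.54 to 33.9) more.

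Of the 21 listed epithelial, pluripotency and senescence genes, 18 had an H3K27me3 peak within 5 kb of a TSS in WT MEFs and 14 in KO MEFs. At day 5 the number in WT cells was 16 with FLAG and 9 with JMJD3, and in KO cells 15 with FLAG and 14 with JMJD3. At day 10 it was 11 and 5 in WT and 12 and 9 in KO cells. Many of these genes are ones the study named for activation or loss of the mark with JMJD3. The lower numbers with JMJD3 are therefore not an independent test. Widening the distance to 10 kb changed the day 5 WT number with JMJD3 to 10 and left the one with FLAG at 16. At Cdh1 (chromosome 8, 106603351 to 106670246, plus strand), the day 5 WT FLAG library had a peak in the first part of the gene at 106603464 to 106604463, centred in an intron, and the JMJD3 library had none. Tdh, Nanog, Dsp, Pkp1, Tdgf1 and Cdkn2a also had a peak with FLAG and none with JMJD3 in day 5 WT cells. In day 5 KO cells Cdh1, Tdh, Tdgf1 and Cdkn2a had a peak with both vectors, Dsp and Pkp1 had one with FLAG and none with JMJD3, Tfcp2l1 had one only with JMJD3, and Nanog had none with either. The KO Cdh1 peak scored 31.35 with FLAG, in the best-scoring quartile of its list. With JMJD3 the score was at most 8.83, in quartile 3. Epcam, Ocln, Sall4, Sall1, Utf1, Mycn, Esrrb, Lin28a and Nr5a2 had a peak with both vectors in day 5 WT cells, and no listed gene outside the vector genes gained one. A peak in both lists does not show an unchanged mark. By the best score per gene, Epcam and Sall4 left the best-scoring quartile (9.24 and 21.51 with JMJD3). Ocln, Utf1, Mycn, Esrrb and Lin28a stayed in it, Sall1 kept its quartile and Nr5a2 entered the best one. Some lost peaks were weak with FLAG: Nanog scored 7.61 and Pkp1 7.3, in the lowest-scoring quartile. KLF4 peaks lay within 50 kb of 12 of the 21 genes with FLAG and 16 with JMJD3, and JMJD3 positions near 13 with OSKM and 3 with low KLF4. Within 10 kb the KLF4 numbers were 7 and 12 and the JMJD3 numbers 10 and 1. Sall4 had KLF4 peaks only with JMJD3, at 168741348 to 168741578 and 168742164 to 168742370 on chromosome 2, outside the gene, with a JMJD3 position of OSKM cells between them at 168741597.

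The widest KLF4 peaks in both lists lay at the same 3 places. They were at the pseudogene Gm28437 on chromosome 1 (24611661 to 24616116 with JMJD3), at the long non-coding RNA gene Gm26917 on chromosome 17 (39843053 to 39847259) and at the protein-coding gene Gm21738 on chromosome 14 (19415712 to 19419674). The chromosome 14 peak was 84.1% repeat-masked. The chromosome 17 place also held H3K27me3 peaks at the highest score in 9 lists. Multi-copy sequence is a candidate source, as set out below, so these 3 places are not offered as KLF4 targets.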

Values the study reported

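The study reported 13,966 KLF4-binding sites at day 5, over 70% of them with a motif like the canonical KLF4 one, and stated that about 95% of KLF4 peaks were shared between control and JMJD3 cells. It counted 11,860 JMJD3 peaks of the high-KLF4 condition that were lost with low KLF4. It put the overlap between JMJD3 and KLF4 peaks at about 39%. It placed more than 60% of day 5 H3K27me3 peaks inside 5 kb of a TSS. It described a weaker H3K27me3 signal with exogenous JMJD3 at day 5 in both WT and KO cells, with slower loss in KO cells. At day 10 it described this reduction as smaller or absent.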

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

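The tests for peaks with a score of at least 20 and for a swap of labels were chosen after the result was seen, and the test of peaks gained in KO cells was chosen after the opposite directions were seen. At day 5 the number of H3K27me3 peaks fell with JMJD3 in WT cells (ratio 0.788) and rose in KO cells (ratio 1.16). This stood out because the 2 genotypes moved in opposite directions under the same contrast; with 1 library per group the difference was not tested. Extra weak peaks in the KO JMJD3 list would bring the ratio to 1 or below among peaks with a score of at least 20, but it was 1.33 there, if scores share a scale between these lists, which was not stated. A swap of the KO FLAG and KO JMJD3 labels would put the peak on Kdm6b coding exons in the library labelled FLAG; the library labelled JMJD3 had 1 more such peak than the FLAG library, which had none. A single peak in 1 library excludes nothing, so a swap cannot be told apart from correct labels. A difference in depth or enrichment between the KO libraries cannot be told apart from an effect of JMJD3 in these cells from peak positions alone, and read numbers were not used here. Of the KO JMJD3 peaks absent from KO FLAG, 43.3% (41.5 to 45.2) were called in the WT MEF, KO MEF or day 5 WT FLAG list. Of the WT JMJD3 peaks absent from WT FLAG, 40.9% (38.6 to 43.4) were called in the WT MEF, KO MEF or day 5 KO FLAG list. The absence of endogenous JMJD3 in KO cells also stays open and was not tested, nor was strain, for which the labels name a different one in each genotype. A change in peak number does not measure the amount of the mark. The study described a weaker signal with JMJD3 in both genotypes on this day, as given above. The rise in peak number in KO cells is therefore no evidence for more of the mark.

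In KO cells the ratio was 1.16 at day 5 and 0.907 at day 10, opposite directions at the 2 time points, and the difference was not tested. Among peaks with a score of at least 20 the day 10 KO ratio was 1.10. If scores share a scale between these lists, which was not stated, the opposition depends on low-scoring peaks. Sampling day and library depth could each account for it, and the same limits on depth apply.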

How the results depend on the processing

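The score threshold of 20, the quartiles of score, the repeat-masking filter and the common length for all 10 lists were chosen after the data were seen; the other alternatives were fixed before. Every share below is a value without replicates, compared with the counting interval of its main value, and the cause of a shift was not tested unless stated.

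Ratios of H3K27me3 peak numbers stayed within their intervals after merging peaks within 1 kb and on autosomes; taking the better-scoring 50% of each list fixes the ratio by construction. With a score of at least 20 they were 0.661 in day 5 WT, 1.33 in day 5 KO, 0.454 in day 10 WT and 1.10 in day 10 KO cells, the last one reversing its direction.

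The shares of FLAG peaks lost are given in the order day 5 WT, day 5 KO, day 10 WT and day 10 KO. They were 55.6%, 44.0%, 67.6% and 54.1% with an overlap of at least 50%, 43.5%, 31.1%, 57.1% and 42.0% when peaks within 1 kb counted as shared, and 39.2%, 23.7%, 56.96% and 36.1% in the better-scoring 50% of each list. With equal numbers they were 37.5%, 36.6%, 43.6% and 40.6%, with a common length for all 10 lists 31.0%, 28.4%, 43.6% and 34.4%, and as a share of base pairs 61.4%, 51.6%, 71.8% and 60.0%. WT exceeded KO on each day under each of these, by under 1 point at day 5 with equal numbers. Autosomes alone left all 4 shares within their intervals. The difference between peaks lost and kept in WT cells fell to 34.0 points as a mean over score quartiles and stayed within its interval under the 3 other alternatives.

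For WT peaks also called in KO cells, in the order MEF, day 5 and day 10, the shares were 35.5%, 54.3% and 51.1% with an overlap of at least 50% and 46.4%, 65.4% and 63.1% with 1 kb. Equal numbers within a pair gave 63.3% in MEFs and 68.5% at day 5, and the common length for all 10 lists 68.2%, 77.6% and 65.5%. MEF peaks also called at day 5 and day 10 were 45.6% and 32.8% in WT and 49.4% and 40.5% in KO cells with an overlap of at least 50%, 59.5% and 44.7% in WT and 69.0% and 59.5% in KO cells with 1 kb, 58.4% and 50.6% in WT and 57.01% and 49.5% in KO cells with equal numbers within a pair, and 69.3% and 57.9% in WT and 59.6% and 52.2% in KO cells with the common length for all 10 lists. The KO shares, above the WT shares with all peaks, were below them under both ways of equalising numbers, of which the common length alone gives WT and KO lists the same length.

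The common share of KLF4 sites was 53.4% with 200 bp, 58.0% with 1000 bp, 50.8% in the wider 50% of each list and 58.1% with equal numbers. The share of JMJD3 sites lost with low KLF4 was 88.1% with 200 bp and 86.3% with 1000 bp. The share of JMJD3 sites common with KLF4 was 26.6% with 200 bp, 38.1% with 1000 bp, 25.1% with an overlap of at least 1 bp, 18.9% with the wider 50% of the KLF4 list and 25.9% with the KLF4 library of FLAG cells.

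The difference in loss between H3K27me3 peaks with and without a binding site was 16.1 points as a mean over score quartiles. In day 5 KO cells it was -3.30 points, the opposite direction, though both the main and the KO interval include 0. It was 3.32 points (-2.38 to 8.80) with an overlap of at least 50%. When peaks within 1 kb counted as shared it was 0.00475 points (-5.54 to 5.71). The repeat-masking filter gave 6.31 points (0.519 to 12.0), an interval that excludes 0.

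For positions within 5 kb of a TSS at day 5, the H3K27me3 shares are in the order WT FLAG, WT JMJD3, KO FLAG and KO JMJD3. They were 52.6%, 51.3%, 55.1% and 47.2% with protein-coding TSSs, 39.7%, 34.9%, 41.0% and 33.4% within 1 kb, and 76.5%, 73.2%, 77.8% and 72.4% in the better-scoring 50% of each list. For KLF4 with FLAG, KLF4 with JMJD3, JMJD3 with OSKM and JMJD3 with low KLF4 they were 54.8%, 56.7%, 34.5% and 32.9% with protein-coding TSSs and 51.5%, 53.3%, 30.3% and 30.4% within 1 kb. The wider 50% of the KLF4 lists gave 67.04% with FLAG and 71.2% with JMJD3.

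The ratio of the KLF motif to its background stayed above 1 in each list and class. With 100 bp windows it was 4.29 for JMJD3 with OSKM, 11.7 for KLF4 with FLAG, 10.6 for KLF4 with JMJD3, 8.0 for common, 2.90 for JMJD3-only and 10.8 for KLF4-only sites. With shuffled windows it was 5.04 for JMJD3 with OSKM, 3.21 with low KLF4, 14.3 for KLF4 with FLAG, 12.3 for KLF4 with JMJD3, 10.6 for common and 13.5 for KLF4-only sites.

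A stricter threshold, equal numbers and an overlap of peaks could not be run between the JMJD3 lists, nor could quartiles of peak width. No replicates could be paired within a group, because each group has 1 library. The FLAG and JMJD3 libraries for H3K27me3 form 4 pairs by genotype and day, and no test across these pairs was run. Among the other results 20 moved and 12 did not, all of them shares near a TSS or numbers of listed genes.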

Other observations

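Apart from the share of KLF4 sites in common, the tests and comparisons in this part were chosen after the data were seen, including the score quartiles, the repeat-masking filter and the comparisons with KO cells.

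The share of KLF4 sites common to FLAG and JMJD3 cells was 56.1%. That is lower than the value quoted from the study above. The share here is over all sites of both lists, and 84.6% of the FLAG sites were common. The denominator of the quoted value was not stated.

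KLF4 sites called only with JMJD3 may be weak sites near the calling threshold. Of their peaks, 76.4% were in the narrower 50% of the list, with a median width of 237 bp against 337 bp at common sites. Sites called only with FLAG were narrow too. Of their peaks, 84.4% were in the narrower 50% of the FLAG list, with a median of 209 bp against 291 bp at common sites. Narrow peaks at unshared sites were thus not specific to JMJD3 cells. Width is a stand-in for strength here, and stronger binding with JMJD3 would also bring weak sites over a threshold, so a biological explanation stays open.

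JMJD3 positions were lost with low KLF4 almost as often without a KLF4 peak as with one, a difference of 0.663 points (-0.526 to 1.82). If KLF4 bound at the position were the only cause, the loss would be higher with a KLF4 peak. Of the positions without one, 86.9% (86.2 to 87.5) were lost too, so no greater loss at KLF4 peaks was seen beyond counting error. The low-KLF4 list is so short that most OSKM positions lack a counterpart whatever the cause. Loss without a KLF4 peak thus cannot decide whether bound KLF4 was the only cause. The size of the loss therefore does not measure dependence on KLF4. An indirect dependence on KLF4, and weak positions that fell below a calling threshold, stay open and were not tested, because the lists carry no strength per position. A fall that ignores sequence would hit positions with and without a KLF motif alike, but those with the motif were lost more often by 3.79 points (2.50 to 5.00). Positions with an AP-1 motif were lost less often, 80.2% against 87.7%.

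The FLAG-tagged JMJD3, the OSKM factors and their viral DNA may leave peaks on the genes they came from. An H3K27me3 peak on Kdm6b coding exons was called in 3 of 4 libraries with exogenous JMJD3 and in 0 of 6 without it. Fisher's exact test on these libraries (two-sided, p = 0.0333) was run on the pattern that prompted it and decides nothing, so vector DNA as the source of this peak cannot be told apart from other origins. Of the 27 KLF4 peaks and JMJD3 positions inside Pou5f1, Sox2, Klf4, Myc and Kdm6b, 96.3% overlapped coding exons, which make up 30.2% of the length of these genes. Random placement inside the same genes put a median of 14 and at most 20 of the 27 on coding exons in 1000 draws, against 26 observed. In the same lists, 17.2% (7.60 to 34.5) of the 29 peaks and positions inside the 21 other listed genes overlapped coding exons, a difference of 79.1 points (56.4 to 89.2). Vector DNA is a candidate source, so peaks at these 5 genes are poor evidence for binding. It does not account for every peak by itself, since the KLF4 list of FLAG cells, which had no Jmjd3 vector, held a peak that overlapped Kdm6b coding exons at 69401353 to 69401526. In untreated MEFs, without any vector, 6 of 6 H3K27me3 peaks inside these genes overlapped coding exons, so for H3K27me3 the location alone does not point to a vector. Binding of the factors to exons of their own genes was not excluded.

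Some of the widest KLF4 peaks and highest-scoring H3K27me3 peaks may come from multi-copy sequence. Of the 82 H3K27me3 peaks at the highest score, 48.8% (38.3 to 59.4) overlapped a KLF4 peak, against 3.93% (3.76 to 4.09) of all H3K27me3 peaks. The 5 kb bin at 98665001 on chromosome 2 held a peak at the highest score in all 10 H3K27me3 lists and a peak in both KLF4 lists. The bin at 35300001 on chromosome 9 was also at the highest score in all 10 lists and held no KLF4 peak. The share at the highest score was just under the majority that the explanation called for. It was 12.1% (4.82 to 27.3) in the day 5 KO JMJD3 list, which held 33 of the 82 peaks, and without that list it was 73.5% (59.7 to 83.8) of 49 peaks. Because the share depends on 1 library, multi-copy sequence as the source cannot be told apart from other origins for the set as a whole. No biological explanation was tested.

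Within the best-scoring quartile of day 5 WT FLAG peaks, 7.53% were missing with JMJD3. A difference of the kind seen between libraries without JMJD3 would leave a like share missing from KO FLAG cells reduced to the same number of peaks, but that share was 2.05% (1.47 to 2.87). In KO cells with JMJD3, reduced to the same number, the share was 3.17% (2.42 to 4.15), so the larger loss was seen in the WT JMJD3 library and not in the KO library with the same vector. An effect of exogenous JMJD3 in WT cells cannot be told apart from lower enrichment in that 1 library.

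The loss of H3K27me3 at peaks with a KLF4 peak in day 5 WT cells exceeded that at other peaks by 4.17 points (-1.68 to 10.0) over all peaks, within counting error. Lower scores cannot explain a higher loss, since the median score was 21.8 with a KLF4 peak and 12.9 without, and the mean difference over score quartiles was 15.8 points (10.1 to 20.2). General instability of these peaks is argued against by KO FLAG cells reduced to the same number, where the same difference was -17.1 points (-21.8 to -11.8). Leaving out peaks that were over 50% repeat-masked gave 6.08 points (0.0955 to 12.0). Copy number was not measured, and multi-copy sequence may be little masked, so this test leaves repeats open. In day 5 KO cells the difference in loss with JMJD3 for a KLF4 peak was -5.41 points (-10.8 to 0.555), within counting error. At day 10 the difference for either kind of site was -8.11 points (-14.5 to -1.73) in WT cells. In day 10 KO cells it was -14.7 points (-20.1 to -8.74). The day 5 KO and day 10 values point in the opposite direction to day 5 WT cells, but they were not averaged over score quartiles. Higher-scoring peaks were lost less often. That would pull such a difference down if peaks with a site scored higher there too, so an opposite effect is not shown.

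Few H3K27me3 peaks held a JMJD3 position. One explanation is that the mark is lost where JMJD3 binds: with equal numbers of peaks, 0.790% of day 5 WT FLAG peaks held a JMJD3 position and 0.336% with JMJD3, a difference of 0.454 points (0.164 to 0.765). The share in WT MEFs was 1.38%, so few H3K27me3 peaks held such a position before JMJD3 was introduced. A loss of the mark alone may not account for that. With the common length for all 10 lists, the share fell from 0.722% with FLAG to 0.427% with JMJD3 in day 5 KO cells. It fell from 0.722% to 0.591% in day 10 WT cells and rose from 0.657% to 0.690% in day 10 KO cells. The intervals overlapped in each of these pairs.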
